A study of Danio rerio with 49 samples.

How the data were processed

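Poly(A)-enriched RNA sequencing libraries were prepared from pools of zebrafish embryos or of dissected larval heads after TRIzol extraction, per the labels' protocols. The 49 libraries comprise 36 of whole embryos at 6 developmental stages and 13 of heads at 5 days post fertilization (dpf). Each library is a pool, of 10 animals up to shield and of 8 from bud on and in heads. The embryos of the stage series were raised in the dark and the larvae for head profiling in a light/dark cycle, per the labels. Groups were taken from the sample titles.

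The authors deposited 3 kinds of values per gene and library, for whole embryos and heads separately: raw read counts, normalised expression values and FPKM. The raw counts are whole numbers with different totals per library. The deposited normalised values are counts divided by factors that vary between libraries and between genes of a library, a signal whose method the labels do not state. The authors' FPKM values were used only to derive relative gene lengths, as the count divided by the FPKM. The aligner, the counting method, the genome build, the annotation and the use of strand are not stated in the labels or file headers. Reads of near-identical copies, of overlapping genes and of antisense genes could therefore be split or shared, and values of such genes are uncertain. Each table lists 37241 genes, of which 4721 hold no value in any library, and the other 32520 were analysed. A name was given in the tables for 29633 of these, and 6143 share their name with another identifier, so these are given with their identifier.

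The main test was the edgeR (version 4.0.16, R 4.3.3) quasi-likelihood test on the raw counts, with TMM normalization, filterByExpr, glmQLFit with robust estimation and Benjamini-Hochberg adjustment within each comparison. A gene is called below when its adjusted p is under 0.05. Each stage was fitted alone with genotype as the only term. The 13 head libraries were fitted together with 4 groups (genotype by behaviour), and contrasts of the group means gave the genotype and behaviour effects and their interaction. A joint test of the genotype-by-stage terms used all 36 whole-embryo libraries. Standard errors (SE) of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the F statistic. CPM of named genes are scaled by the TMM factors. Those of rlig1 per library, all CPM in the part on flagged results and all lower bounds use the total count. Where all libraries of a group were at 0 the fold is a lower bound against 3 counts over that group. Intervals are at the 95% level. Those of CPM, of shares (both Clopper-Pearson) and of folds of rlig1 (Poisson-based) are exact, and like the bounds those of CPM, folds and shares of counts cover counting error only, since PCR reads are not independent molecules. The interval of a correlation uses Fisher's transformation, that of a slope comes from the regression across genes, and that of an odds ratio from Fisher's exact test.

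The genes named were fixed by rule. The targeted gene rlig1 is always named. In each comparison the others are the 2 with the largest rise and the 2 with the largest fall among called genes with at least 5 CPM in the higher group and no overlap between the libraries of the sides compared. For recurrence across stages the rule takes the 10 genes called at most stages in one direction, and for each interaction the 2 with the smallest p. The rule for members of gene lists was not used, because no list was called by either of the other list tests. The list member cela1.5 is named by the rule for its comparison. The rule, the groups, the main tests, the gene lists and all alternatives not described as added were chosen before the data were examined.

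Developmental position placed each library between the wildtype means of the stage before (0) and the stage after (1), using the mean log2 CPM (prior count 2) of the 500 genes rising most minus that of the 500 falling most between those means. Groups were compared by a two-sided exact permutation test. The 9 gene lists (phototransduction, synapse, immediate early, oxidative stress, p53 targets, unfolded protein response, RNA end processing, circadian and digestive organs) were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, wherever at least 10 members passed the filter. The 87 tests were adjusted together. Between 80.8% and 100% of the names in a list matched a gene. Correlations of log2 fold changes between comparisons are across genes, which are not independent replicates, and carry no p-value.

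Alternatives were DESeq2 size factors within edgeR, DESeq2 (version 1.42.0) with its Wald or likelihood ratio test, no filter on low counts, another set of libraries in the fit, the replicate letter or number as a block, leaving out each library in turn, fry, and camera with the correlation estimated. Added after seeing the data were limma with a trend on the log2 of the deposited normalised value plus a pseudocount of 1, the fit of all whole-embryo libraries but replicate a of MZrlig1 at 1 dpf, recurrence with 1 dpf fitted without that library, the first principal component of the head libraries as a covariate, and t tests of developmental position.

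The labels give both genotypes the same replicate letters or numbers without stating what they mark. At bud, deviations from the group means correlated between libraries of the same letter, with r from 0.33 to 0.49 over the 3 pairs, against -0.40 to 0.21 for pairs of different letters. By the rule that every same-letter pair must exceed 0.1, the letters were taken to pair the libraries at bud and at no other stage nor in heads. This pairing was inferred from the expression values in a search of all stages and heads.

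The analysis was tested on simulated counts drawn from the means, library sizes and fitted spread of the real libraries, with 200 genes changed by 2 on the log2 scale. The share of tested changed genes recovered was 87.1% at 4-cell (12693 genes, 12 false calls of 181), 91.2% at sphere (14745 genes, 23 of 200), 85.9% at shield (14585 genes, 10 of 174), 79.0% at bud (15417 genes, 13 of 167), 0% at 1 dpf (17502 genes, no call), 91.3% at 1 dpf without MZrlig1 replicate a (18431 genes, 9 of 187) and 92.9% at 5 dpf (20257 genes, 17 of 199). In heads it was 67.5% for genotype in good responders (21166 genes, 9 false calls of 142), 82.5% in bad responders (21189 genes, 8 of 173), 90.3% averaged over behaviour (21179 genes, 10 of 186), 77.3% for behaviour in wildtype (21170 genes, 5 of 158), 71.0% for behaviour in MZrlig1 (21158 genes, 9 of 151) and 56.9% for their interaction (21209 genes, 6 of 118). For the genotype-by-stage interaction, with genes changed at bud alone, 5.61% were recovered (22760 genes). In simulated 5 dpf counts (20248 genes) DESeq2 recovered 96.4% with 32 false calls of 220, and limma 96.4% with 16 of 204. A simulated list raised by 1 among 9 lists at 5 dpf (20237 genes) was called by camera, fry and camera with an estimated correlation, with 0 of the unchanged lists. The genes were drawn independently, so this does not show how often camera calls lists whose genes vary together. Nor does it show whether fry would call smaller shifts. Positions of 0.2, 0.5 and 0.8 at sphere (22995 genes) were not drawn as counts. They were set between the wildtype means on the log2 scale with independent noise per gene, and were estimated as 0.198, 0.501 and 0.801. That checks the arithmetic of the score and not the spread between libraries.

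Neighbours of rlig1 were looked up in the gene order of the RefSeq annotation of assembly GRCz12tu, used only for names and for which genes neighbour each other.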

Results

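The series measured RNA in zebrafish of 2 genotypes: wildtype, and maternal-zygotic mutants of the RNA ligase gene rlig1 (MZrlig1), in which neither the mother nor the embryo supplies the intact gene. Whole embryos were sampled at the 4-cell stage (4 libraries of each genotype), sphere (2 of each), shield, bud, 1 dpf and 5 dpf (3 of each). Heads at 5 dpf came from larvae sorted into good and bad responders by a test of their response to visual motion, with 4 wildtype and 2 MZrlig1 libraries of good responders and 3 wildtype and 4 MZrlig1 libraries of bad responders. The total count per library ranged from 12158453 to 18355308.

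Replicates of a group correlated with Spearman's rho between 0.937 and 0.990 across genes, except for replicate a of MZrlig1 at 1 dpf, which correlated with its replicates at 0.602 and 0.611. That library held counts for 7815 genes, against 22619 to 22841 in the other 1 dpf libraries, at a total count of 14734987. Ribosomal protein genes took 49.5% of its counts (95% Clopper-Pearson interval 49.4% to 49.5%), against a median of 9.21% in the other 1 dpf libraries.

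**Figure D1:**
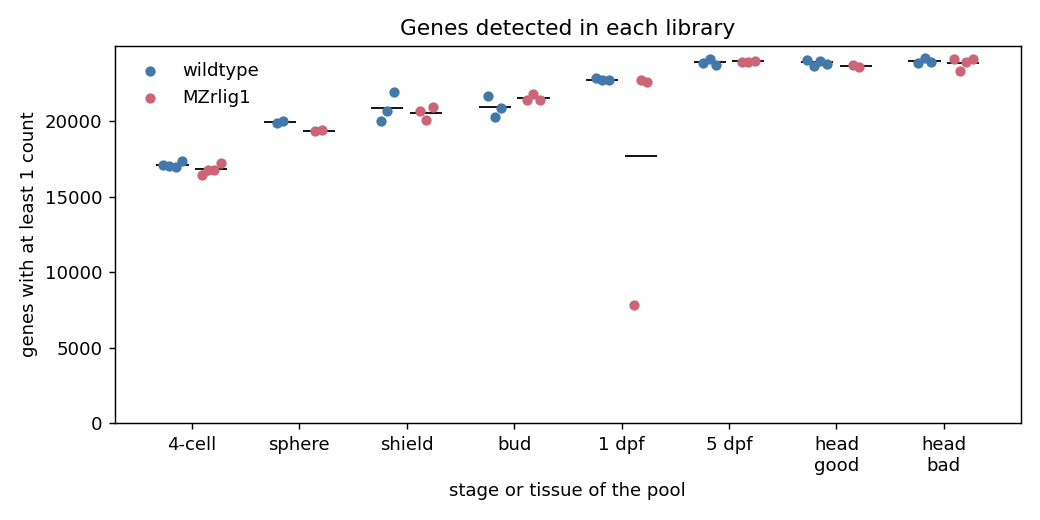
Genes with at least 1 count in each library (points) by stage or tissue, with group means (lines) for wildtype and MZrlig1. Replicate a of MZrlig1 at 1 dpf, with 7815 genes, lies far below the other libraries.

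The targeted gene, rlig1 (ENSDARG00000045785), had between 19 and 1084 counts in each of the 25 wildtype libraries, and 6 counts in total over the 24 MZrlig1 libraries. Of these 6 counts, 2 were in replicate c at 4-cell and 4 in replicate 4 of bad-responder heads. In wildtype it measured 60.6 ± 11.5 CPM (SD, n = 4) at 4-cell, 24.9 ± 0.905 (n = 2) at sphere, 1.64 ± 0.494 (n = 3) at shield, 3.40 ± 0.489 (n = 3) at bud, 9.32 ± 0.858 (n = 3) at 1 dpf and 10.2 ± 1.23 (n = 3) at 5 dpf. In wildtype heads it measured 11.7 ± 1.4 CPM (n = 4) in good and 11.0 ± 3.07 (n = 3) in bad responders.

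In MZrlig1 the gene was 1917-fold lower at 4-cell (counting interval 531 to 15830) and 157-fold lower in bad-responder heads (61.3 to 576). Without the library that held the counts, replicate c and replicate 4, it was at least 982-fold and at least 151-fold lower. It was at least 242-fold lower at sphere, at least 24.5-fold at shield, at least 55.7-fold at bud, at least 134-fold at 1 dpf (at least 88.1-fold without MZrlig1 replicate a), at least 145-fold at 5 dpf and at least 107-fold in good-responder heads. The adjusted p was 6.6e-07 at 4-cell, 2.4e-07 at sphere, 0.00779 at shield, 0.0125 at bud, 0.000515 at 5 dpf, 0.000410 in good and 4.2e-05 in bad responders. At 1 dpf the gene was not called (adjusted p 0.968), and without MZrlig1 replicate a of that stage it was. At shield the call was lost without wildtype replicate a or b, where the log2 fold change was -7.37 and -7.71. At bud it was lost without wildtype replicate c (-8.86) or without MZrlig1 replicate a, b or c (-8.83, -8.80 and -8.77).

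**Figure D2:**
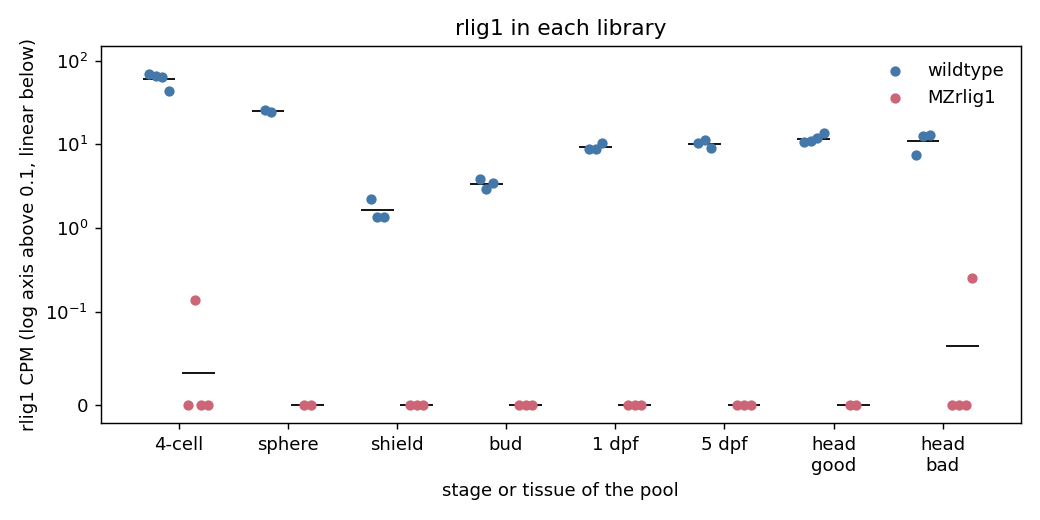
CPM of rlig1 in each library (points; log axis above 0.1 and linear below) with group means (lines) by stage or tissue. The 2 MZrlig1 points above 0 are replicate c at 4-cell and replicate 4 of bad-responder heads.

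The comparison of genotypes at each stage asks which transcripts differ without the ligase before and after the zygotic genome takes over. At 4-cell, 409 of 12925 genes were called, 200 higher and 209 lower in MZrlig1. The count was 231, 202, 213 and 992 without wildtype replicates a, b, c and f in turn, and 1201 in the fit of all whole-embryo libraries but MZrlig1 1 dpf replicate a, the alternative that moved it most. Of the genes named, si:ch211-108c17.2 (ENSDARG00000105279) measured 108 ± 24.3 CPM (SD, n = 4) in MZrlig1 and 0 in wildtype, at least 2187-fold higher (adjusted p 3.1e-06). The gene casp23 (ENSDARG00000014657) measured 25.0 ± 8.87 CPM in MZrlig1 and 0 in wildtype, at least 513-fold higher (adjusted p 9.1e-05). In the other direction, sc:d217 (ENSDARG00000079645) measured 65.0 ± 17.1 CPM in wildtype and 0 in MZrlig1, at least 1373-fold lower (adjusted p 1.4e-05). The unnamed gene ENSDARG00000099511 measured 72.1 ± 12.7 CPM in wildtype and had 1 count in the MZrlig1 libraries (adjusted p 9.2e-08).

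At sphere, 5433 of 15093 genes were called, 2844 higher and 2589 lower, with a median absolute log2 fold change of 0.69. The common biological coefficient of variation was 0.109 over 2 against 2 libraries, against 0.276 at 4-cell and shield. With the spread estimated over all 36 whole-embryo libraries the count was 120, with 94 higher and 26 lower. Replicate a of MZrlig1 at 1 dpf widens that spread, and without that library the count was larger, as given with the alternatives. Named by the rule were casp23 (24.4 ± 7.67 CPM, n = 2, in MZrlig1, at least 234-fold higher, adjusted p 1.3e-06) and sult2st3 (ENSDARG00000028367; 17.3 ± 2.98 CPM, at least 166-fold higher, adjusted p 5.5e-07). In the other direction were si:dkey-206l1.2 (ENSDARG00000112426; 12.6 ± 0.295 CPM in wildtype, at least 130-fold lower, adjusted p 1.1e-06) and ENSDARG00000092119 (8.95 ± 1.36 CPM, at least 92.4-fold lower, adjusted p 3.4e-06). Both of these lower genes lost their call with all 36 libraries in the fit (adjusted p 0.328 and 0.0729), and si:dkey-206l1.2 also with all but MZrlig1 1 dpf replicate a (0.162), where its adjusted p over all alternatives ranged from 2.5e-48 to 0.328.

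At shield, 573 of 14903 genes were called, 314 higher and 259 lower. Without wildtype replicates a, b and c in turn the count was 130, 85 and 173. The unnamed gene ENSDARG00000071629 measured 7.49 ± 0.295 CPM (n = 3) in MZrlig1 and 0 in wildtype, at least 116-fold higher (adjusted p 0.000793). The gene parp9 (ENSDARG00000006848) rose from 0.133 to 8.18 CPM, a log2 fold change of 5.91 ± 0.56 (SE, adjusted p 0.00135). The genes si:ch73-44m9.3 (ENSDARG00000040640; log2 fold change -5.23 ± 0.65, adjusted p 0.00390) and sytl1 (ENSDARG00000070094; -4.47 ± 0.50, adjusted p 0.00230) were lower.

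At bud, 129 of 15846 genes were called, 72 higher and 57 lower, and with the replicate letter as a block the count was 264. It was 61, 492 and 4 without wildtype replicates a, b and c, and 0, 7 and 0 without MZrlig1 replicates a, b and c. ENSDARG00000071629 measured 9.39 ± 2.77 CPM (n = 3) in MZrlig1 and 0 in wildtype, at least 154-fold higher (adjusted p 0.0121), and coro2ab (ENSDARG00000095969) 6.18 ± 0.351 CPM and 0, at least 101-fold higher (adjusted p 0.0106). The genes zgc:110216 (ENSDARG00000077456; log2 fold change -5.15 ± 0.42, adjusted p 0.0106) and si:dkey-117j14.6 (ENSDARG00000097929; -3.63 ± 0.51, adjusted p 0.0343) were lower. These 4 genes lost their calls without wildtype replicate c (adjusted p 0.0560 for the first 3 and 0.120 for si:dkey-117j14.6) and without MZrlig1 replicate a (0.114, 0.114, 0.106 and 0.220 in the order given) or c (0.0924, 0.0924, 0.0576 and 0.226). Without MZrlig1 replicate b all but zgc:110216 lost theirs (0.0819, 0.0819 and 0.153), and without wildtype replicate a si:dkey-117j14.6 did (0.0514).

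At 1 dpf, 0 of 18261 genes were called and 123 had an unadjusted p under 0.05. Without MZrlig1 replicate a the count was 194. The median log2 fold change of all genes at this stage was -0.41 under TMM and under DESeq2 size factors alike and was not removed from the changes given at 1 dpf. At 5 dpf, 209 of 20465 genes were called, 133 higher and 76 lower. The count was 75, 90 and 55 without wildtype replicates a, b and c, and 49 and 375 without MZrlig1 replicates a and b. The genes sult3st4 (ENSDARG00000040781; 7.65 ± 1.92 CPM, n = 3) and cela1.5 (ENSDARG00000043168, a member of the digestive organ list; 7.63 ± 0.612 CPM) were at 0 in wildtype, at least 104-fold and 105-fold higher in MZrlig1 (adjusted p 0.00132 and 0.000629). Lower were zgc:194221 (ENSDARG00000039687; log2 fold change -3.35 ± 0.38, adjusted p 0.00464) and PCNP (ENSDARG00000116774; -3.19 ± 0.35, adjusted p 0.00415), the latter under a name that several identifiers share. In the fit of all 36 libraries these lower genes were not called (adjusted p 0.0877 and 1.00), and PCNP was not called with all but MZrlig1 1 dpf replicate a (0.153) or under the replicate block (0.0541). Several genes named here belong to families of similar sequence (sult2st3, sult3st4, cela1.5), and the counting method is not stated, so their levels are uncertain.

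**Figure D3:**
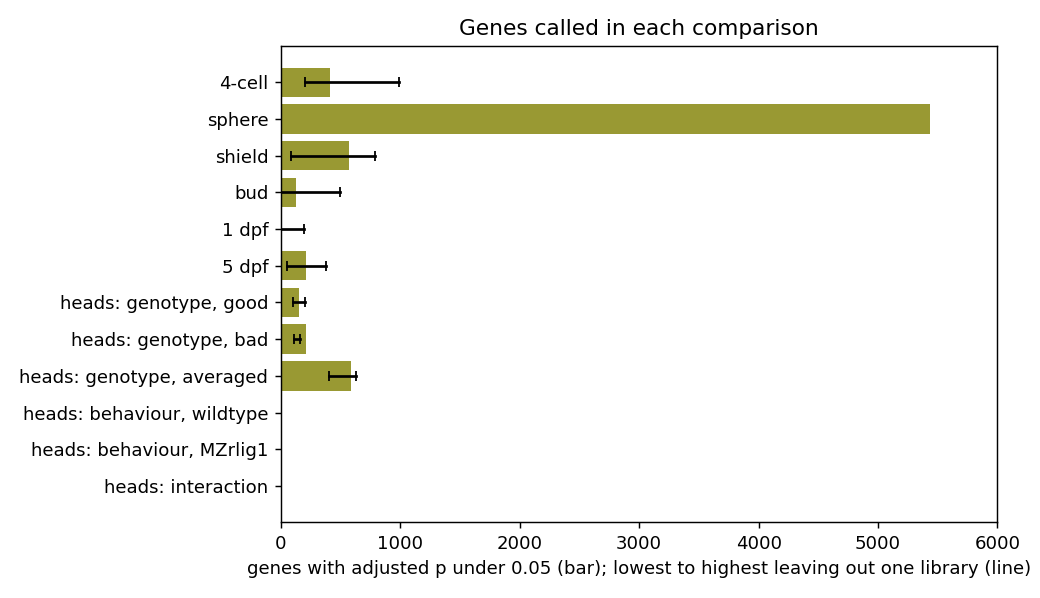
Number of genes with an adjusted p under 0.05 in each comparison (bars) and the lowest and highest number when each library was left out in turn (lines). Sphere, with 5433 genes, stands apart and has no line because each group has 2 libraries, and no line includes a fit without an MZrlig1 good-responder library.

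Recurrence across stages asks which differences are not tied to a stage. At 4 or more of the 6 stages, 26 genes including rlig1 were called in one direction, 18 higher and 8 lower, against a mean of 0.018 and a maximum of 1 in 1000 shuffles of the calls within each stage. At 5 stages 13 genes were called, and at all 6 none, since 1 dpf had no call. The 10 genes named by the rule were all called at 5 stages. Higher were si:ch211-108c17.2, ENSDARG00000117552, ubb (ENSDARG00000093313), sult2st3, ENSDARG00000071629, rbms2a (ENSDARG00000044179), ube2d2 (ENSDARG00000043484) and eef2a.1 (ENSDARG00000042094), and lower were ENSDARG00000099511 and zgc:194285 (ENSDARG00000078423). For ubb the log2 fold change was 2.70 ± 0.47 (SE) at 4-cell, 4.67 ± 0.17 at sphere, 2.72 ± 0.22 at shield, 2.27 ± 0.26 at bud and 2.39 ± 0.21 at 5 dpf. With the 1 dpf fit made without MZrlig1 replicate a, 50 genes were called at 4 or more stages. In heads, 22 of the 25 such genes other than rlig1 were tested, 16 had the same direction, and 5 were called, all 5 in the same direction.

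The joint test of whether the genotype effect differed between stages called 133 of 22995 genes. The smallest p values were those of klf5l (ENSDARG00000018757) and il13ra1 (ENSDARG00000080020), both with an adjusted p of 9.1e-06. The log2 fold change of klf5l was 4.43 ± 0.40 (SE) at 4-cell, 2.67 ± 0.27 at sphere, 0.64 ± 0.20 at shield and 0.40 ± 0.20 at bud. For il13ra1 it was 4.63 ± 0.48 at 4-cell, 3.70 ± 0.40 at sphere, 0.58 ± 0.43 at shield and -0.24 ± 0.23 at bud. The log2 fold changes of pairs of stages correlated across genes with Pearson's r between -0.05 and 0.47 over the 15 pairs.

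Developmental position asks whether MZrlig1 pools were ahead of or behind wildtype pools of the same named stage. At sphere it was 0.445 ± 0.00924 (SD, n = 2) in wildtype and 0.526 ± 0.00676 (n = 2) in MZrlig1, with a two-sided exact permutation p of 0.333, the smallest that 2 against 2 can give. At bud it was 0.378 ± 0.0256 (n = 3) and 0.439 ± 0.0183 (n = 3), with an exact p of 0.1, the smallest that 3 against 3 can give. At shield it was 0.537 ± 0.0204 and 0.599 ± 0.111 (n = 3 each, exact p 0.5), and without MZrlig1 replicate a, at 0.724, the difference was -0.00100. At 1 dpf it was 0.484 ± 0.0105 and 0.488 ± 0.00200 (n = 3 each, exact p 0.6). Adjusted over the 4 stages the exact p was 0.4 at bud and 0.6 at sphere, shield and 1 dpf. The exact test could not pass 0.05 at any of these stages. An unpaired t test, added after seeing the data and assuming normal values, gave an adjusted p of 0.0391 at sphere, 0.528 at shield, 0.0544 at bud and 0.543 at 1 dpf. At bud, where the letters were taken to pair the libraries, MZrlig1 was ahead by 0.0515, 0.0670 and 0.0667 within letters a, b and c. An added paired t test there gave an adjusted p of 0.0196, and the exact test over these 3 pairs gave 0.25, its smallest value. The pairing was inferred from the same expression values and is not in the labels, so the paired t test is no independent support.

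**Figure D4:**
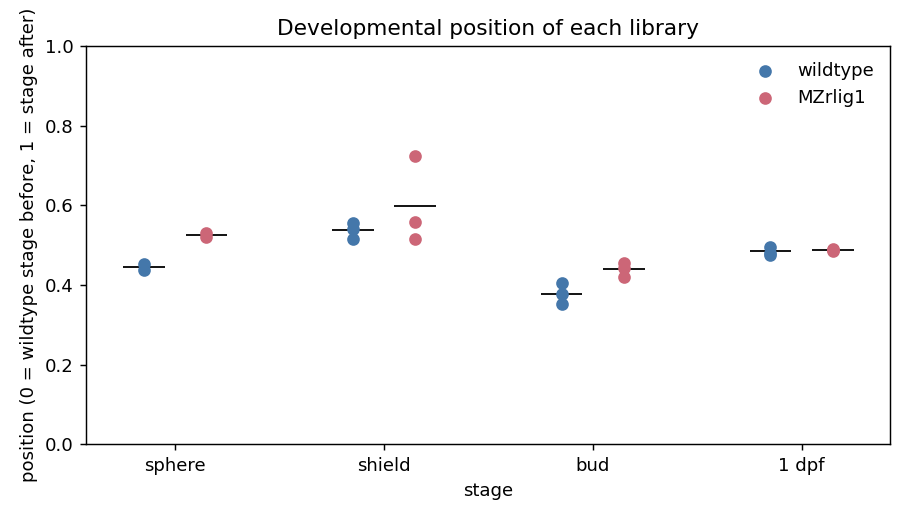
Developmental position of each library (points) with group means (lines) at 4 stages, where 0 is the wildtype mean of the stage before and 1 that of the stage after. At sphere and bud every MZrlig1 library lies above every wildtype library, and at shield 1 MZrlig1 library lies at 0.724.

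In heads, the comparison of genotypes within a class of responders asks what differs at a like behaviour. In good responders 152 of 21464 genes were called (88 higher, 64 lower in MZrlig1), and 101 without wildtype replicate 4. In bad responders 211 were called (83 higher, 128 lower). That count was 129, 114 and 112 without wildtype replicates 1, 2 and 4, 128 without MZrlig1 replicate 4, and between these values without MZrlig1 replicate 3. Averaged over behaviour, 586 were called (290 higher, 296 lower). With the replicate number as a block the count was 249, and in an added fit with the first principal component as a covariate it was 1215.

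The same genes were named in good responders, in bad responders and averaged over behaviour. The unnamed gene ENSDARG00000056909 measured 8.51 ± 2.45 CPM (SD, n = 6) in MZrlig1 and 0.219 ± 0.138 (n = 7) in wildtype heads, an averaged log2 fold change of 5.20 ± 0.36 (SE, adjusted p 3.2e-06). The gene alox5b.3 (ENSDARG00000069966) measured 13.5 ± 1.91 and 0.429 ± 0.377 CPM, a log2 fold change of 5.04 ± 0.42 (adjusted p 1.7e-05). SLC16A6 (ENSDARG00000104629, a name shared by several identifiers) measured 11.1 ± 3.95 CPM in wildtype and 0 in MZrlig1, at least 319-fold lower (adjusted p 2.2e-05). The gene malb (ENSDARG00000030094) measured 8.89 ± 3.41 CPM in wildtype and 0 in MZrlig1, at least 244-fold lower (adjusted p 6.4e-05).

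**Figure D5:**
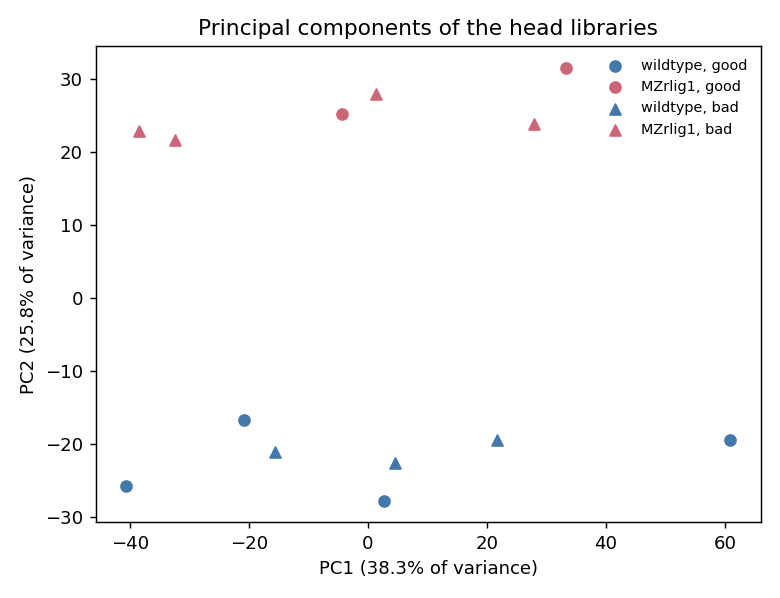
Scores of the 13 head libraries on the first and second principal components of the 2000 most variable genes (axes with the percent of variance), by genotype (colour) and behaviour (shape). The second component, with 25.8% of the variance, parts the genotypes, and the first, with 38.3%, parts neither genotype nor behaviour.

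The log2 fold changes of genotype in good and bad responders, which share no library, correlated across 21463 genes with Pearson's r of 0.47 and Spearman's rho of 0.06. Of the genes called in good responders, 151 of 151 had the same direction in bad responders, and of those called in bad responders 209 of 210 had it in good responders. Between whole embryos at 5 dpf and heads averaged over behaviour, r was 0.17 and rho 0.19 across 20294 genes. Of the genes called in whole embryos at 5 dpf and tested in heads, 137 of 199 had the same direction in heads, and 42 were called in both in that direction. These animals were raised under different light conditions.

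The comparison of bad with good responders asks what accompanies the behaviour. In wildtype 0 of 21464 genes were called and 167 had an unadjusted p under 0.05. In MZrlig1 1 gene was called, CYP24A1 (ENSDARG00000103277), at 15.9 ± 2.57 CPM (SD, n = 4) in bad and 54.6 ± 9.62 (n = 2) in good responders, a log2 fold change of -1.78 ± 0.23 (SE, adjusted p 0.0484). The call was lost when any of the bad-responder replicates 1 to 4 was left out, with 0 genes called each time and an adjusted p of CYP24A1 of 0.229, 0.127, 0.198 and 0.231, and it was also lost under DESeq2 size factors (0.0587). In the fit as planned, 1135 genes had an unadjusted p under 0.05. The interaction of genotype and behaviour called 0 genes, with 818 at an unadjusted p under 0.05, and its smallest p values were those of igfbp1b (ENSDARG00000038666) and CYP24A1, both with an adjusted p of 0.856. The behaviour effects in wildtype and MZrlig1 correlated across 21463 genes with r of -0.22 and rho of -0.30, and r was 0.03 without wildtype good-responder replicate 3.

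Of the 87 tests of gene lists, camera called 19, and none of these calls held under fry or with the correlation estimated. They therefore describe these libraries only. At sphere the p53 targets were higher (median log2 fold change 0.73, 15 of 17 genes, camera adjusted p 1.7e-07), and the RNA end processing list (-0.30, 18 of 24 lower, 0.00955) and the circadian list (-0.37, 22 of 29 lower, 0.0387) were lower. The unfolded protein response list was higher at shield (0.22, 20 of 27 genes, 0.00955). At 1 dpf its median was 0.01 against the median of -0.41 over all genes (15 of 29 genes above 0, 0.00845). That fit includes MZrlig1 replicate a of 1 dpf. Without that library the list's median was 0.18, and camera called 26 of the 87 list tests in place of 19. The calls gained were not tested with fry. At 5 dpf the immediate early (-0.11, 21 of 28 lower, 0.0129) and circadian (-0.12, 27 of 40 lower, 0.0179) lists were lower and the digestive organ list higher (0.29, 37 of 44, 1.3e-12). Its median was 0.0230 without wildtype replicate c and 0.52 without wildtype replicate a. Between genotypes in good-responder heads the circadian list was lower (-0.33, 33 of 40, 0.00845) and the digestive list higher (0.84, 41 of 45, 5.3e-09). In bad-responder heads the circadian list was higher (0.27, 31 of 40, 0.00690), as was the digestive list (0.38, 43 of 45, 0.00842), and RNA end processing was lower (-0.10, 19 of 24, 0.0104).

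Between bad and good responders in wildtype, the phototransduction (-0.10, 52 of 67 lower, camera adjusted p 0.0129), synapse (-0.11, 57 of 62 lower, 0.00573) and circadian (-0.19, 32 of 40 lower, 0.00190) lists were lower. In MZrlig1 the oxidative stress (-0.18, 26 of 32 lower, 0.00573) and digestive (-0.47, 39 of 45 lower, 0.000952) lists were lower and the circadian list higher (0.50, 32 of 40, 4.4e-06). The head contrasts share libraries, so the circadian calls are not independent of each other. Single members of the lists were called 80 times over all genes at sphere and 83 times adjusted over the list alone, and 29 and 58 times in the other 9 comparisons together. Without wildtype good-responder replicate 3 the synapse median in wildtype was -0.00111, and without replicate 4 the phototransduction median was -0.00354, and neither list was called. Leaving out other single libraries changed further list calls, listed with the alternatives.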

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

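In this part the tests for reads from wildtype RNA and of sequencing depth were chosen after the results were seen, as was the fit of all whole-embryo libraries but replicate a of MZrlig1 at 1 dpf, and so were the tests of developmental staging. Each group of 4 libraries was searched for a library far from the others in 28 tests, and 4 met the criterion. Chance gives about 1 in 20, and where all other libraries of a group are at 0 a single read meets it.

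Replicate c of MZrlig1 at 4-cell held 2 reads of rlig1, 0.136 CPM (95% Clopper-Pearson interval 0.0165 to 0.493), while the other 3 libraries of its group held 0. That is 0.225% of the wildtype mean. If a share of wildtype RNA or of reads from wildtype libraries brought them, genes that the other 3 libraries lack and wildtype expresses would appear at the same share. There were 6 such genes, with 3.37 counts predicted and 4 observed, all of them in 1 gene. The value is consistent with such a source, in a test with few counts, and the source is not shown. Residual transcripts of the mutated gene stay open and were not tested.

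Replicate 4 of MZrlig1 bad-responder heads held 4 reads of rlig1, 0.253 CPM (interval 0.0691 to 0.649), while the other 3 libraries of its group held 0. A like test, on genes that all 5 other MZrlig1 head libraries lack and wildtype bad-responder heads express, predicted 10.0 counts over 3 genes and found 0. With 3 genes, and a share that itself rests on 4 reads, the sources cannot be told apart.

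Replicate f of MZrlig1 at 4-cell held 1 read of ENSDARG00000099511, 0.0638 CPM (interval 0.00162 to 0.356), while the other 3 libraries held 0 and wildtype averaged 72.3 CPM. The test over 5 genes predicted 1.34 counts and found 0, too few to decide between wildtype reads and transcription at a low level.

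CYP24A1 measured 12.9 CPM in replicate 1 of MZrlig1 bad-responder heads, from 192 reads (interval 11.2 to 14.9), against 16.9 to 17.4 CPM in the other 3 libraries. Its total count of 14854480 lies within the 12185909 to 15781945 of the others, and the gap exceeds the counting interval, which argues against depth. A difference between pools of larvae stays open and was not tested. Without this library the log2 fold change between bad and good responders was -1.67 against -1.78 with it, and the gene was no longer called (adjusted p 0.229, within a range of 1.4e-07 to 1.00 over the alternatives).

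The effect of genotype differed between stages in 133 genes by the joint test, with 2208 at an unadjusted p under 0.05. All 36 libraries share one estimate of spread there, which replicate a of MZrlig1 at 1 dpf widens: without it 1361 genes were called, among them all 133. With the replicate letter as a block 0 were called. A difference in developmental stage between pools may contribute, since 74.6% of the genes called at sphere and changing between the neighbouring stages lie ahead in MZrlig1, as do 69.5% at shield and 71.3% at bud. At shield the shift in developmental position rests on replicate a of MZrlig1. A loss of the ligase that acts at some stages and not others stays open too, and the design confounds genotype with the parents and clutches of each stage.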

How the results depend on the processing

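Chosen after seeing the data were limma on the deposited normalised values, the fit of all whole-embryo libraries but replicate a of MZrlig1 at 1 dpf, recurrence with 1 dpf fitted without that library, the head component as a covariate, and t tests of developmental position. Unless stated, the cause of a change was not tested.

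Under the alternatives other than leaving out each library in turn, the answers to the comparisons stayed the same in 165 cases, were weaker in 37, stronger in 5, moved in 49 and reversed in 1. Of the fits that each left out 1 library, 253 stayed the same, 25 were weaker, 1 stronger, 44 moved and 3 reversed. For single named genes, 209 and 198 stayed the same, 11 and 20 were weaker and 0 reversed. No filter on low counts, and DESeq2 size factors except for behaviour in MZrlig1 heads (0 genes), changed no count by more than 1.5 times.

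The DESeq2 Wald test called 900 genes at 4-cell, 1234 at shield, 633 at bud, 7 at 1 dpf, 383 at 5 dpf, 455 in good and 398 in bad responders, 958 averaged over behaviour, 5 for behaviour in MZrlig1 and 58 at 4 or more stages. Its likelihood ratio test called 1427 genes for the genotype-by-stage interaction. Its calls had the same direction in good and bad responders in 95.6% of cases. The log2 fold change of rlig1 at 1 dpf was -8.98 and called.

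With all 36 whole-embryo libraries in one fit, which shares one spread, 120 genes were called at sphere, 234 at shield, 292 at 1 dpf and 25 at 5 dpf, and rlig1 at 1 dpf was called (-9.92). The share of higher calls rose, with 94 higher and 26 lower at sphere, 174 and 60 at shield and 18 and 7 at 5 dpf. At 1 dpf 238 were higher and 54 lower, in a fit that includes MZrlig1 replicate a. Without that library more were lower at 1 dpf. There were 32 higher and 47 lower with all other whole-embryo libraries, and 83 and 111 with 1 dpf fitted alone. With all but MZrlig1 1 dpf replicate a the counts were 1201 at 4-cell, 1120 at sphere, 1600 at shield, 500 at bud, 79 at 1 dpf, 83 at 5 dpf and 1361 for the interaction with stage, and rlig1 at 1 dpf was called (-9.93). Fitting 1 dpf without that library gave 50 genes at 4 or more stages. At least 3 stages gave 125 genes and at least 5 gave 13, by construction.

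With a replicate block the counts were 270 at 4-cell, 345 at shield, 264 at bud, 36 at 5 dpf, 47 in good and 88 in bad responders, 249 averaged over behaviour, and 0 for behaviour in MZrlig1 and for the interaction with stage. Same-letter pairs correlated from -0.05 to 0.31 at 4-cell, from -0.20 to -0.02 at shield, from -0.24 to 0.09 at 1 dpf, from -0.50 to -0.17 at 5 dpf and from -0.51 to 0.52 in heads, so there libraries share only a letter or number. At bud, where letters were taken to pair the libraries, a paired t test of developmental position (difference 0.0618) passed 0.05 after adjustment. The pairing came from the same expression values, so this is no independent support. The block changed no other call of an answer to a comparison. An unpaired t test of position passed 0.05 after adjustment at sphere (difference 0.0812) and at no other stage. No paired analysis was possible at sphere because the groups share 1 letter.

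Limma on the deposited normalised values called 122 genes at 5 dpf and 0 for behaviour in MZrlig1. With the groups compared alone, 39 genes were called in good responders and 0 for behaviour in MZrlig1. With the first head component as a covariate, 504 were called in good responders, 404 in bad and 1215 averaged. Among genes whose edgeR average was at least 5 CPM in both comparisons the correlations across genes were 0.24 for whole embryos and heads, 0.35 for good and bad responders and -0.42 for the behaviour effects. Without the genes called at that stage the difference in position at sphere was 0.0363 against 0.0812.

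None of the 19 gene-list calls held under fry (0 called) or camera with an estimated correlation (0 called), with the same medians: 0.73 for p53 targets, -0.30 for RNA end processing and -0.37 for circadian at sphere; 0.22 for the unfolded protein response at shield; -0.11 for immediate early, -0.12 for circadian and 0.29 for digestive at 5 dpf; -0.33 for circadian and 0.84 for digestive in good responders. In bad responders they were -0.10 for RNA end processing, 0.27 for circadian and 0.38 for digestive. For behaviour they were -0.10 for phototransduction, -0.11 for synapse and -0.19 for circadian in wildtype, and -0.18 for oxidative stress, 0.50 for circadian and -0.47 for digestive in MZrlig1. For the unfolded protein response at 1 dpf (0.00880) fry gave the opposite direction, because it tests against 0 and camera against the other genes. The estimated correlation left it uncalled too.

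Leaving out each library in turn gave from 202 to 992 genes at 4-cell (8 fits), 85 to 790 at shield, 0 to 492 at bud, 0 to 194 at 1 dpf and 49 to 375 at 5 dpf (6 fits each), 101 to 205 in good responders (4), 112 to 162 in bad responders (7), and 0 to 0 for behaviour in MZrlig1 (4). The log2 fold change of rlig1 ranged from -7.79 to -7.37 at shield, from -8.88 to -8.77 at bud and from -10.04 to -9.83 at 1 dpf. It ranged from -12.89 to -10.21 at 4-cell, lowest without MZrlig1 replicate c, and from -10.27 to -6.75 in bad responders, lowest without MZrlig1 replicate 4. Those libraries hold the only reads of the gene in their groups, so the fitted values without them are no bounds. The correlations ranged from 0.10 to 0.23 for whole embryos and heads, 0.36 to 0.54 for good and bad responders and -0.35 to 0.03 for the behaviour effects, the last reversed, to 0.0271, without wildtype good-responder replicate 3.

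The list medians ranged from 0.18 to 0.31 (unfolded protein response at shield), -0.21 to 0.18 (the same at 1 dpf), -0.19 to -0.0842 (immediate early at 5 dpf), -0.19 to -0.00163 (circadian at 5 dpf), 0.0230 to 0.52 (digestive at 5 dpf, lowest without wildtype replicate c and highest without a), 0.54 to 1.33 (digestive between genotypes in good responders), -0.24 to -0.00354 (phototransduction, behaviour in wildtype), -0.21 to -0.00111 (synapse, likewise) and -0.27 to -0.10 (circadian, likewise). They ranged from -0.19 to -0.0675 for RNA end processing, 0.22 to 0.38 for circadian and 0.0686 to 0.54 for digestive between genotypes in bad responders, and from -0.57 to -0.40 for digestive by behaviour in MZrlig1. Phototransduction reversed against the other genes without wildtype good-responder replicate 4 and synapse without replicate 3.

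Gene counts without a library at sphere, or without an MZrlig1 good-responder library, were planned and not run, because they leave 1 library in a group. Depth limits rlig1 at shield most, where 19 to 32 wildtype counts per library bound the fold at 24.5.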

Other observations

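In this part the tests of developmental staging, of replicate a at 1 dpf for depth, molecule number and a wrong label, of copies of a gene name, of the digestive list's mean against the head component, of genes absent from a genotype, of the digestive list's mean between genotypes and of the share of digestive genes among the called genes were chosen after the results were seen. The others were written before.

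Part of the 5433 genes called at sphere followed development. Of the 3637 that change at least 2-fold between the wildtype stages before and after, 2715 (74.6%) lay ahead in MZrlig1, and 65.1% of all 9980 such genes did. At shield it was 69.5% of 394 called genes (58.8% of all), and at bud 71.3% of 87 (64.5% of all). The difference in developmental position at shield was 0.0617, and -0.00100 without MZrlig1 replicate a, so there it rests on 1 library. No share ahead is given without that library. Pools collected slightly later in development, or wildtype pools slightly earlier, are a candidate explanation for part of the calls at these stages. Faster development of the mutant would give the same values and stays open. Genotype is confounded with parents and clutch, so a difference between the parental lines stays open too.

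Replicate a of MZrlig1 at 1 dpf detected 7815 genes. Its total of 14734987 lies within the 12313473 to 18355308 of the other whole-embryo libraries, which argues against depth. Its profile correlated best with 1 dpf (Spearman's rho 0.479 with the wildtype mean, against at most 0.408 with another stage), which argues against the label of another stage. Of 193 genes other than rlig1 called between the other 1 dpf libraries it detected 72. Across these its deviation from the midpoint of the genotypes followed their difference with a slope of 0.506 (95% interval 0.207 to 0.806), where an MZrlig1 library would give 0.5 and a wildtype library -0.5, which argues against the label of the other genotype. Of its detected genes 2.02% had 1 to 5 counts (95% Clopper-Pearson interval 1.72% to 2.36%), against 14.4% to 14.8% in the other 1 dpf libraries. Amplification of few RNA molecules is a candidate explanation. Without it 194 genes were called at 1 dpf in place of 0, and rlig1 was called, so this library may account for the missing calls. All 10 of the 10 splits of the 6 libraries gave as many as the 0 genes of the real one. No biological explanation was tested.

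Genes called at several stages could come from a stretch of chromosome inherited with the mutation. Of the 125 genes called at 3 or more stages, 70.4% were found in the gene order of the RefSeq annotation of GRCz12tu, under the 80% required, so the check is void. Of the neighbours of rlig1 that were matched (86 of 121), 0 other than rlig1 were called at 3 or more stages. Linked alleles and other effects of the genotype cannot be told apart here.

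Genes absent from a genotype may mark allele or copy-number differences between the parental lines. With at most 3 counts over all libraries of a genotype and at least 5 CPM in a group of the other, 3 genes were absent from MZrlig1 (malb, SLC16A6 (ENSDARG00000104629) and ENSDARG00000103634) and 2 from wildtype (si:dkeyp-20e4.8 and si:dkeyp-98a7.5), chosen after their values were seen. The share absent from MZrlig1 was 60%, and 5 genes are too few to decide.

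The digestive organ list was written to detect tissue carried over when heads were dissected. In heads 40 of its 45 genes were higher in MZrlig1, averaged over behaviour, which is what carried-over tissue would give. Of the 46 genes on the list 45 were tested in heads, and 0 are on another list. The most abundant in wildtype heads were fetub (1368 CPM, and 1505 in MZrlig1 heads), tfa (1066 and 1526) and apobb.1 (1009 and 1007), against 580, 957 and 1731 CPM in whole wildtype embryos at 5 dpf. These genes were chosen after their values were seen, and none of them was called in heads. The list's mean differed by 0.75 on the log2 scale between genotypes, with a two-sided exact permutation p of 0.189 over 525 regroupings within behaviour, and ranged from -2.23 to 0.89 in wildtype and from -0.59 to 0.75 in MZrlig1 libraries. Without replicate 4 of wildtype good responders, the lowest, the difference was 0.45. Of the 586 called genes 1 was on the list (2 adjusted over the list alone). With 45 list genes tested, and other genes of such tissue not examined, that count cannot decide whether carried-over tissue contributed to the calls. Such tissue in MZrlig1 heads would raise its genes, and 296 of the 586 were lower, which argues against it as the source of these lower calls. The list was also higher in undissected MZrlig1 embryos at 5 dpf (37 of 44 genes, 4 called, 6 adjusted over the list alone), so a difference in the organs themselves stays open. That median of 0.29 on the log2 scale was 0.0230 without wildtype replicate c and 0.52 without wildtype replicate a, so its size rests on single libraries.

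The first principal component of the head libraries took 38.3% of the variance and parted neither genotype nor behaviour. Its loadings correlated with gene length across 2000 genes (Spearman's rho -0.329), which the second component's did not (-0.0224). A bias between libraries by transcript length, as RNA integrity or library preparation could give, is a candidate explanation. Carried-over tissue would move the digestive list along the component. Its 45 genes moved together between libraries (median correlation with the list's mean 0.939), but only 55.6% of them had the more frequent sign on the component (95% Clopper-Pearson interval 40% to 70.4%). The list's mean correlated with the component at r of 0.0133 over 13 libraries (interval -0.542 to 0.560), which argues against carried-over tissue as its main source. The circadian genes followed the component no more closely than all genes did (median absolute correlation 0.432 against 0.514, percentile 15.4 among 10000 random lists). That percentile lies within the spread of random lists, so the test does not decide, and time of day stays open. Differences between the pools of larvae stay open.

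Reads assigned to the wrong copy of a gene name would make genes that share a name more frequent among the calls. Of the 586 genes called by genotype averaged over behaviour in heads, 11.8% share their name with another tested gene, against 15.2% of the 21464 tested genes (odds ratio 0.742, 95% interval 0.567 to 0.958), which argues against such reads as the source of most of these calls. For the 69 calls that share a name the matter stays open: the other copy moved the opposite way in 40.6% (95% Clopper-Pearson interval 28.9% to 53.1%), and wrongly assigned reads would give more than an even share. Genes of similar sequence under different names were not examined.

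Other splits of the libraries were counted at each stage except sphere. In heads they were counted for genotype in bad responders and averaged over behaviour, and for behaviour in wildtype. None were counted for the other head comparisons, the genotype-by-stage interaction or recurrence. At 4-cell 2 of the 35 splits gave as many genes as the real one. The other, MZrlig1 b with wildtype a, b and c against the rest, gave 2043, so these libraries also fall into sets that the genotype does not give. At shield, bud and 5 dpf 1 of the 10 splits, the real one, gave as many, and 10 splits cannot give a share under 0.05. At bud 4 of the splits part all letters, as the real one does, and 1 of those 4 gave as many. In bad responders 1 of 35 splits gave as many, the real one, and the next highest gave 3. For behaviour in wildtype 35 of 35 did, and another split gave 128. Averaged over behaviour 4 of 100 drawn splits did, and the other 3 gave 668, 2574 and 3039. The split with 3039 genes sets apart the 5 libraries lowest on the first component, with 1 more, from the rest.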
